A study of Mus musculus with 22 samples. Its data were reported in "Conditional deletion of Ahr alters gene expression profiles in hematopoietic stem cells" (2018).

How the data were processed

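Gene expression was measured in long-term hematopoietic stem cells (LT-HSCs) sorted from the bone marrow of female mice. AHRVav1 mice lack the aryl hydrocarbon receptor in the hematopoietic system through a Vav1-Cre transgene acting on floxed Ahr alleles, and AHRFX mice carry the floxed alleles without the deletion. Marrow was depleted of lineage-positive cells and stained for Sca-1, cKit, CD34, CD48 and CD150, and LT-HSCs were sorted from it. The sorted cells are named as lineage-negative, CD48-negative and CD150-positive (the SLAM gate). RNA from each animal was amplified separately with a WT-Ovation PicoSL kit, which starts from picogram amounts of RNA, and hybridized to its own whole-transcript mouse gene array. There were 22 arrays, each from a different animal: 5 AHRVav1 and 5 AHRFX mice at 2 months, and 6 AHRVav1 and 6 AHRFX mice at 18 months.

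The deposited values are probe set intensities on a linear scale. The authors computed them with the IterPLIER algorithm in Affymetrix Expression Console, which subtracts background, quantile-normalizes the arrays and summarizes the probes of a probe set. The software version, any filter on probe sets and the dates or runs of the arrays are not given in the sources used here. The table held 26688 probe sets. Their largest value, 38557.6, was shared by 10 arrays, 4490 values were 0, and 0 pairs of arrays were identical. Gene symbols came from the annotation of the array platform: 23321 probe sets had 1 symbol, 1796 had several and 1571 had none. A RefSeq gene table (assembly GRCm38.p6) was used for older names of genes and for no coordinates.

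Intensities were transformed as log2(signal + 16), where the offset of 16 damps differences between values near background. Probe sets were tested in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend), using the 2 groups of each comparison alone and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over 26688 probe sets with a threshold of 0.05. The comparisons were AHRVav1 against AHRFX at each age, 18 against 2 months in each genotype, and the difference of the genotype effect between the ages (18 minus 2 months), for which all 4 groups were fitted together. The count at an unadjusted p under 0.05 with a change of at least 1.5-fold is given beside each adjusted count. So is the count from an ordinary t-test on single probe sets (called the unmoderated test). The study took transcripts with a P under 0.05 and at least 1.5-fold into its pathway analysis. It also states that its array analyses were corrected for multiple testing, without naming a method, so whether that P was an adjusted one is not known. Differences are AHRVav1 minus AHRFX, or 18 minus 2 months, on the log2 scale. Ahr was also compared with an exact, two-sided permutation test of the mean log2 signal.

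Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with 1 probe set for each of 22025 genes and at least 5 genes per list, adjusted over the 32 lists of a comparison. Each test was repeated with a correlation estimated from the arrays and with fry, which asks whether the members of a list move one way on balance without comparing them to other genes. The lists covered AHR targets, LT-HSC identity, HSC quiescence, HSC aging, lymphoid priming, the cell cycle, stress and signalling pathways, DNA repair, apoptosis, interferon, inflammation, ribosomes, energy metabolism, 7 other marrow cell types, a check of female animals, 3 lists of genes the study itself named, and control lists of olfactory and vomeronasal receptors and of keratins. The study chose its lists on these arrays, so these are not independent evidence. Other lists also hold genes the study named from these arrays. Among them are Fance and Stra13 (taken as Cenpx) in DNA repair, Runx1t1 and Perp in aging, and Gins1 in S phase. Calls of those lists are independent only in part. A list score per animal is the mean deviation of its members from the mean of that age, on the log2 scale.

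Samples, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. That rule took Ahr, its known targets and the genes the study discussed, then for each comparison the 10 higher and the 10 lower genes with the largest change among those past the adjusted threshold with groups that did not overlap. Where too few passed, the places were filled by the smallest unadjusted p among the 13344 probe sets with the highest mean signal and a change of at least 1.5-fold. For each list described, 2 to 4 members with the smallest p were named. Alternatives were an offset of 1, the 13344 probe sets of highest mean signal alone, probe sets with 1 symbol, quantile normalization again, no mean-variance trend, array weights, all 4 groups in one fit, a replicate block, the t-test, fry, the estimated correlation and leaving out each array in turn. Splitting the 18-month arrays by replicate number, and balancing splits of the animals for it, were chosen after seeing the data. Each result was also compared with 100 splits of the same animals, the real split included.

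Background was taken from 1392 olfactory and vomeronasal receptor genes, most of which are silent in marrow, and a probe set counted as above background when it exceeded their 95th percentile in an array. The tests were tested on simulated data with the spread of the real arrays, with 50 probe sets planted at each fold size among 26688. At 2 months, adjusted calls recovered 0% of those planted at 1.5-fold, 2% at 2-fold, 26% at 4-fold and 54% at 8-fold. At 18 months these shares were 26%, 84%, 96% and 98%. For age they were 2%, 20%, 60% and 88% in AHRFX and 4%, 18%, 52% and 86% in AHRVav1, and for the difference of the genotype effect 0%, 2%, 32% and 74%. Adjusted calls also fell on unchanged probe sets: 4 at 2 months, 5 at 18 months, 40 for age in AHRFX, 33 in AHRVav1 and 22 for the difference. These were 8.89%, 3.18%, 32%, 29.2% and 28.9% of all adjusted calls there, so adjusted calls that span the ages held more false ones than the nominal 5% in this simulation, where 7.65% (age) and 7.56% (difference) of unchanged probe sets had an unadjusted p under 0.05. Far fewer probe sets were changed in the simulation than were called for age in the real arrays, so these shares do not carry over to those calls. At the unadjusted threshold, 1082 unchanged probe sets passed at 2 months, 130 at 18 months, 1175 and 1159 for age in AHRFX and AHRVav1, and 1548 for the difference between ages. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The number of arrays limits the precision. Sequencing, flow cytometry and transplantation were not analysed here.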

Results

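Expression in LT-HSCs was measured in 22 mice on 1 array each: 5 AHRVav1 and 5 AHRFX mice at 2 months and 6 of each genotype at 18 months. The ages differed in how closely arrays of a group resembled each other. The correlation between arrays (across probe sets, which are not independent) was 0.682 to 0.774 in AHRFX and 0.706 to 0.753 in AHRVav1 at 2 months, and 0.951 to 0.98 and 0.95 to 0.981 at 18 months. The median standard deviation of a probe set within a group was 0.484 and 0.485 on the log2 scale at 2 months against 0.24 and 0.212 at 18 months. The share of probe sets above background was 33% ± 2.98 (SD, n = 5) in AHRFX and 29.2% ± 2.49 (SD, n = 5) in AHRVav1 at 2 months, and 58.5% ± 2.23 (SD, n = 6) and 57.8% ± 1.71 (SD, n = 6) at 18 months. Xist, the RNA that silences an X chromosome in female cells, had mean log2 signals of 11.48 to 11.62 at 2 months and 10.56 to 10.67 at 18 months, and the Y-linked genes Kdm5d and Uty had means of 4.22 to 4.9 in every group.

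Ahr, the deleted gene, was lower in AHRVav1 LT-HSCs at 18 months, with a mean signal of 28 ± 7.62 (SD, n = 6) against 52 ± 24.9 (SD, n = 6) in AHRFX, and did not differ at 2 months, when its signal was low in both genotypes. The log2 difference at 18 months was -0.57 (exact permutation p = 0.0238, two-sided, over 924 arrangements, the smallest possible being 0.0022), with 6 of 6 AHRVav1 animals under the AHRFX mean and ranges of 18.1 to 38.1 and 23.6 to 97.2. It did not pass limma's adjustment over all probe sets (adjusted p = 0.793). Without replicates 1 and 2 the difference was -0.30 (exact p = 0.2). At 2 months Ahr was at 5.72 ± 2.81 (SD, n = 5) in AHRVav1 and 5.46 ± 2.2 (SD, n = 5) in AHRFX (log2 difference 0.01, exact p = 0.921), a level within the range of the silent receptor genes. The position of its probes relative to the floxed part is not given in the sources used here, so this signal checks the genotype labels only weakly.

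**Figure D1:**
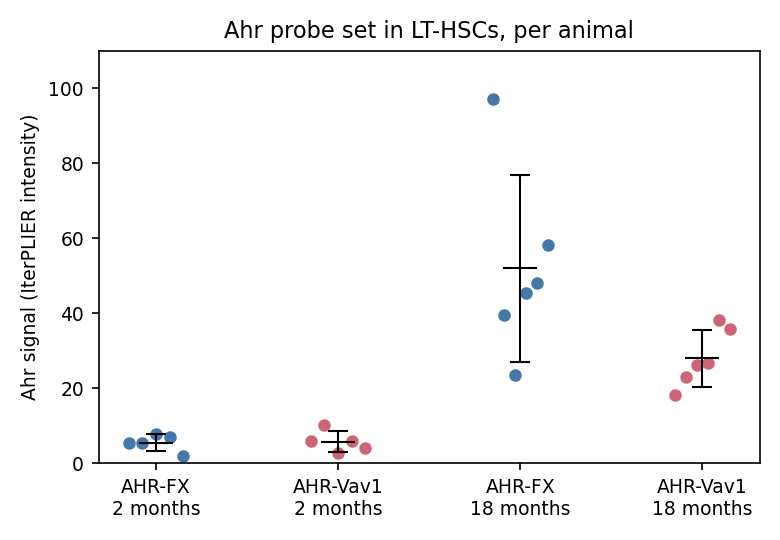
Signal of the Ahr probe set (IterPLIER intensity, linear axis) in each animal by genotype and age, with each point 1 animal and bars the mean and SD. At 2 months the values lie between 2 and 10.1, and at 18 months AHRVav1 animals lie between 18.1 and 38.1 and AHRFX animals between 23.6 and 97.2.

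The comparison of AHRVav1 with AHRFX at 2 months asked which genes change in LT-HSCs that develop without AHR. No gene passed the adjusted test. Among genes with the smallest p were Rassf5, a Ras effector of lymphocyte adhesion, Ppm1h, a protein phosphatase, and Paqr5, a membrane progestin receptor, with log2 differences of 2.15 (SE 0.35), 3.03 (SE 0.5) and 3.69 (SE 0.61), each with a limma adjusted p = 0.632 (n = 5 per group). All of these were above background in 0 AHRFX arrays, so the size of their differences depends on the offset. Rnf114, a ubiquitin ligase, had a log2 difference of -3.26 (SE 0.67, adjusted p = 0.689) and Cenpx, a centromere protein that also belongs to the Fanconi anemia core complex, one of -2.62 (SE 0.56, adjusted p = 0.81). As a group, DNA repair genes of the Fanconi and homologous recombination pathways were lower in AHRVav1 by camera, with a median of -0.32 and 8 of 27 members above 0 (adjusted p = 0.00194). That call was lost with an estimated correlation (adjusted p = 0.406).

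Of the 20 genes named here by their p at 2 months, 13 were above background in no array of the lower group. On the higher side, Dpysl2, a cytoskeletal regulator of axon growth, had a log2 difference of 1.43, Tiprl, a regulator of PP2A-type phosphatases, 2.53, Srrt, which binds capped RNA, 0.99, Cspp1, a centrosome protein, 1.46, Tmem243 2.58, Prrc2b 2.83 and Fam3a 3.22. The second probe set of Prrc2b gave -0.06. On the lower side were Rab27b, a GTPase of platelet granule release (-2.14), Marf1, an RNA-binding regulator of meiosis (-1.91), Zfp770 (-1.97), Cnpy3, a chaperone of Toll-like receptors (-2.14), Lmo4, a LIM-domain cofactor (-2.59), Fance and Fanci, both Fanconi anemia proteins (-1.73 and -1.58), and Ndufb11, a subunit of respiratory complex I (-1.93). None of these passed, with limma adjusted p-values between 0.669 and 0.966. Jun, an AP-1 subunit, had a difference of 2.21 (SE 0.97, limma unadjusted p = 0.0446, adjusted p = 0.966) and its partner Fos 0.95 (SE 0.73, unadjusted p = 0.218). Birc6, an inhibitor of apoptosis, gave 0.50 on one probe set and -0.96 on the other. Pdp1, a phosphatase that activates pyruvate dehydrogenase, gave 1.47 (SE 0.96), and Slc7a11, a cystine transporter, 0.37 (SE 0.28, with 0.39, SE 0.15, on its other probe set). The AHR targets Ahrr, Cyp1b1, Tiparp, Scin and Nqo1 had differences of -0.13, -0.47, 0.22 (0.70 on the second probe set of Tiparp), -0.13 and -0.38, and none passed.

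Besides DNA repair, 2 lists were lower at 2 months by camera. Megakaryocyte and platelet markers had a median of -0.44, with 4 of 19 members above 0 (adjusted p = 0.0462, and adjusted p = 0.406 with an estimated correlation), among them Rab27b, Plek (-1.46) and Itgb3, the fibrinogen receptor chain (-1.46). Genes of the G2 and M phases had a median of -0.45, with 9 of 29 above 0 (adjusted p = 0.0462, and adjusted p = 0.931 with an estimated correlation). Its members Kif20a, Nusap1 and Plk1, which act in mitosis, had differences of -0.98, -1.38 and -1.15. Adjusted over the list alone, Fance, Fanci and Cenpx passed as lower in the DNA repair list and Rab27b in the megakaryocyte list, against 0 genes over all probe sets. The study had named Fance and Stra13 (taken as Cenpx) from these arrays, so they are not independent evidence. The list of young genes the study named had a median of 0.17, a mean of -0.22 and no call (adjusted p = 0.922). Its members Cnpy3, Cenpx and Fut11, a fucosyltransferase, passed adjusted over the list alone, which is not independent evidence since the study chose them on these arrays. Fry's test for change in either direction passed for this list (adjusted p = 1.61e-11), with the same limit. The remaining 28 lists did not pass, with adjusted p-values from 0.499 to 0.922, AHR targets among them (median -0.07, adjusted p = 0.922).

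At 2 months limma called 0 of 26688 probe sets (smallest adjusted p = 0.632), with 1237 (4.64%) at an unadjusted p under 0.05. The unmoderated test called 0 after adjustment and 1295 before. At an unadjusted p under 0.05 with 1.5-fold, 388 probe sets were higher and 540 lower (928 in all, or 700 by the unmoderated test). The groups did not overlap in 229 probe sets (0.858%), where chance gives 0.794%. With all 4 groups in one fit, which pools the smaller spread of the 18-month arrays, 113 passed. Without AHRFX animal 2 of that age 0 lists passed, against 3 with all arrays.

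The comparison at 18 months asked the same of aged LT-HSCs. Genes known to rise with age in HSCs were lower in AHRVav1 than in AHRFX, with a median of -0.24 and 8 of 48 members above 0 (adjusted p = 0.346 with an estimated correlation, so this call was lost). Markers of LT-HSC identity were lower as well by camera (median -0.12, 6 of 33 above 0), and genes of DNA replication and mitosis were higher (S phase median 0.17, 24 of 27 above 0, and G2 and M phases 0.12, 26 of 29). These calls too were lost with an estimated correlation (adjusted p = 0.383, adjusted p = 0.383 and adjusted p = 0.456). No single gene passed the adjusted test. Of the 17 list calls, 11 were not made without replicates 1 and 2. The G2 and M median then turned to -0.11 (adjusted p = 0.612), while replicates 1 and 2 alone gave 0.55 for it and 1.4 for erythroid markers. For S phase these medians were 0.06 (adjusted p = 0.209) and 0.41.

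In the aging list the camera adjusted p was 2.31e-09 (adjusted p = 0.346 with an estimated correlation). Its members Ehd3, which acts in endocytic recycling, Runx1t1, a transcriptional corepressor, and Plscr2, a phospholipid scramblase, had differences of -0.55 (SE 0.14), -0.59 (SE 0.18) and -0.52 (SE 0.16). Runx1t1 was among the genes the study chose on these arrays. LT-HSC identity had an adjusted p = 4.44e-05 (adjusted p = 0.383 with an estimated correlation), with Pdzk1ip1 at -0.39, Angpt1, a niche ligand, at -0.47, Fgd5, an HSC reporter gene, at -0.43 and Mecom, a regulator of HSC self-renewal, at -0.43. BMP and SMAD signalling was lower (median -0.15, 8 of 29 above 0, adjusted p = 0.00216), with Bmp4 at -0.38 and the inhibitory Smad7 at -0.31, and kept its call with an estimated correlation (adjusted p = 0.0327), but not with a term for replicates 1 and 2 as well (adjusted p = 0.054 with an estimated correlation), nor in replicates 3 to 6 alone (median -0.08, adjusted p = 0.0647). Genes of inflammation and NF-kB were lower (median -0.07, 9 of 25 above 0, adjusted p = 0.0261, and adjusted p = 0.383 with an estimated correlation), with the lipopolysaccharide receptor Tlr4 at -0.44 and Nfkb2 at -0.47. So were AP-1 and immediate early genes (median -0.16, 7 of 30 above 0, adjusted p = 0.0482, and adjusted p = 0.5 with an estimated correlation), with Nfkbia at -0.41 and the antiproliferative Btg2 at -0.46. In replicates 3 to 6 alone the AP-1 direction turned to higher (median 0.02, adjusted p = 0.649), against a median of -0.56 in replicates 1 and 2 alone.

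Among the higher lists, S phase had an adjusted p = 4.25e-06 (adjusted p = 0.383 with an estimated correlation), with the replication factors Mcm10 at 0.52 and Gins1 at 0.48. Gins1 too was among the genes the study chose on these arrays. The G2 and M phases had an adjusted p = 0.00017 (adjusted p = 0.456 with an estimated correlation), with Cdc20, an activator of the anaphase-promoting complex, at 0.45 and Ect2, which acts in cytokinesis, at 0.54. Oxidative phosphorylation had a median of 0.10, with 26 of 32 members above 0 (adjusted p = 0.000659, and adjusted p = 0.456 with an estimated correlation), with Uqcrh at 0.26 and Cox5a at 0.35, which passed adjusted over the list alone. Cytosolic ribosomal proteins had a median of 0.09, with 20 of 27 above 0 (adjusted p = 0.0147, and adjusted p = 0.5 with an estimated correlation), with Rplp1 at 0.20 and Rps23 at 0.23. DNA repair had a median of 0.12, with 18 of 27 above 0 (adjusted p = 0.0295, and adjusted p = 0.463 with an estimated correlation), with Fanci at 0.43 and Xrcc3 at 0.24. In replicates 3 to 6 alone its direction by camera turned to lower (median 0.02, adjusted p = 0.957).

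Markers of 5 other marrow cell types were lower in AHRVav1 at 18 months. Megakaryocyte and platelet markers had a median of -0.23, with 2 of 19 above 0 (adjusted p = 0.000164, and adjusted p = 0.383 with an estimated correlation), with the platelet tubulin Tubb1 at -0.44 and Vwf at -0.52. T and NK cell markers had a median of -0.18 (adjusted p = 0.00976, and adjusted p = 0.456 with an estimated correlation), with the regulator Eomes at -0.28 and the T cell kinase Zap70 at -0.49, which passed adjusted over the list alone. Endothelial and stromal markers had a median of -0.17 (adjusted p = 0.0145, and adjusted p = 0.383 with an estimated correlation), with the lipid chaperone Fabp4 at -1.04 and the scavenger receptor Stab2 at -0.48. Granulocyte markers had a median of -0.21 (adjusted p = 0.0184, and adjusted p = 0.5 with an estimated correlation), with Padi4 at -0.37 and Ly6g at -0.21, and monocyte and macrophage markers one of -0.20 (adjusted p = 0.0482, and adjusted p = 0.555 with an estimated correlation), with the mannose receptor Mrc1 at -0.24 and Vcam1 at -0.23. Erythroid markers did not pass (median 0.21, adjusted p = 0.243). The lists the study named moved in the direction for which it chose them on these arrays, which is not independent evidence: genes it named as higher had a median of 0.28 (14 of 15 above 0, adjusted p = 5.81e-10) and genes it named as lower one of -0.24 (1 of 17, adjusted p = 1.94e-10), both with an adjusted p = 0.00248 with an estimated correlation. Among them were Sf3b4, a splicing factor, at 0.63 and Zfp979 at -0.56. The lower list was entered with 20 genes, fewer than the study named, and 17 were matched. Adjusted over the list alone, 5 of the higher genes and 0 of the lower ones passed. AHR targets (median 0.00, adjusted p = 0.69), HSC quiescence (-0.12, adjusted p = 0.243) and lymphoid priming (-0.17, adjusted p = 0.0706) did not pass, nor did the other 11 lists (adjusted p-values from 0.151 to 0.874). With a term for replicates 1 and 2 lymphoid priming passed (adjusted p = 0.00865, and adjusted p = 0.213 with an estimated correlation), making 18 lists.

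**Figure D2:**
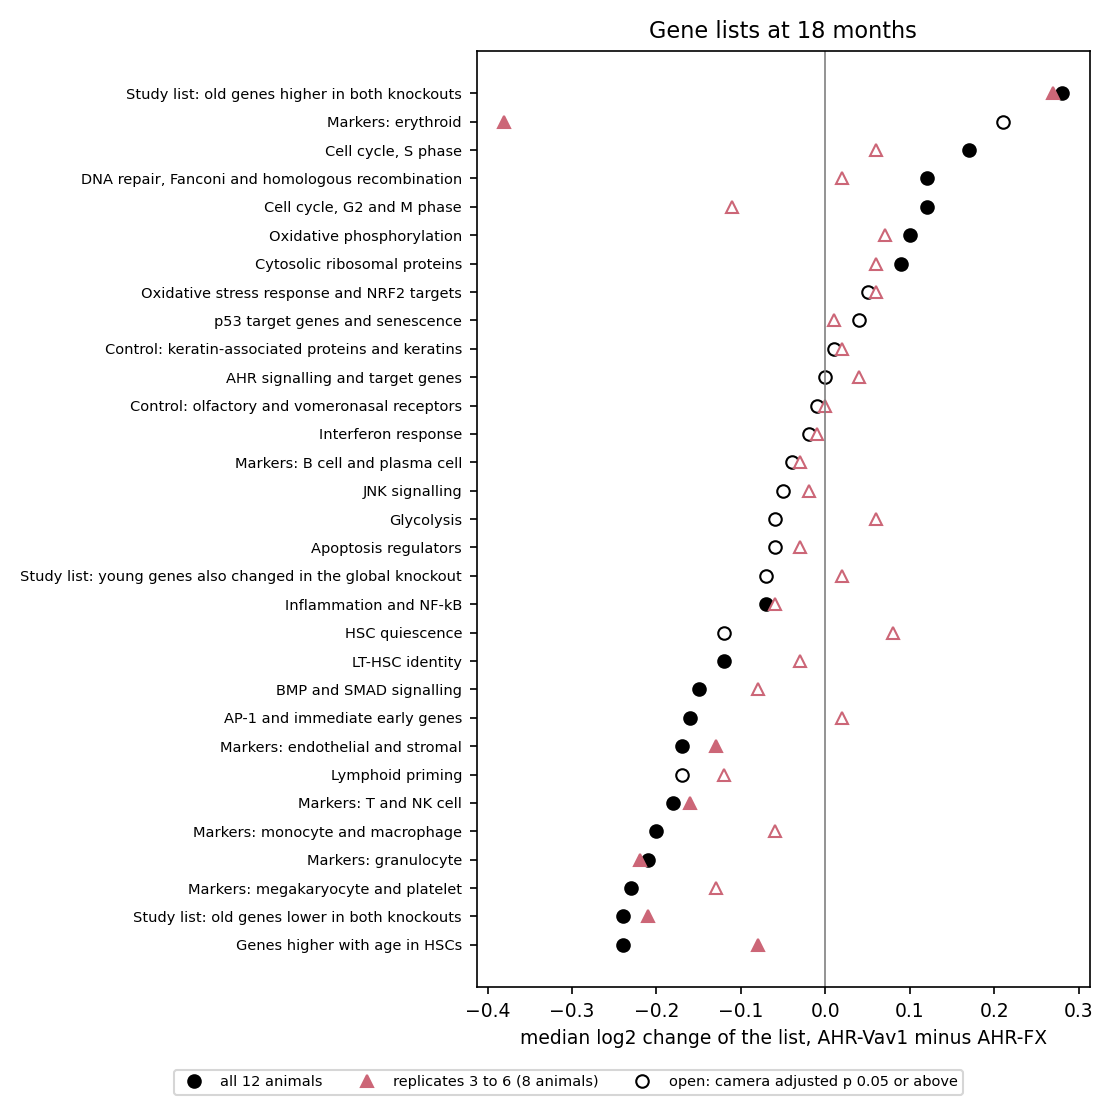
Median log2 difference (AHRVav1 minus AHRFX) of each gene list at 18 months, with circles for all 12 animals and triangles for the 8 animals of replicates 3 to 6, filled where the camera adjusted p was under 0.05. Erythroid markers lie at 0.21 with all animals and at -0.38 without replicates 1 and 2.

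Of single genes at 18 months, those with the smallest p on the higher side included Mtx1 (0.68, SE 0.15) and Timm17a (0.74, SE 0.19), both of mitochondrial import, and the mitochondrial ribosomal protein Mrpl37 (0.62, SE 0.15), though no list tested these functions. Others were Pogz, a heterochromatin factor (0.65), Smarcd1, a subunit of the BAF chromatin complex (0.62, with 0.15 on its second probe set), the linker histone H1f1 (0.63), Tbcb, a tubulin folding cofactor (0.61), Smpd4, a sphingomyelinase (0.60), Commd10 (0.65) and Zfp800 (0.66). On the lower side were Cdh2, N-cadherin (-1.41, SE 0.32, with -0.42 on its second probe set), Fabp4 (-1.04, SE 0.29), Fcer1a, the IgE receptor chain of mast cells and basophils (-0.92), Foxj2 (-0.85, with -0.31 on its second probe set), Btbd35f2 (-0.81), Tnip3, an NF-kB inhibitor (-0.70), Fabp7 (-0.69), the monocarboxylate transporter Slc16a9 (-0.62), Dmgdh, an enzyme of choline breakdown (-0.59), and Tmem176b (-0.59). None passed, with limma adjusted p-values from 0.661 to 0.793 and n = 6 per group. Of genes the study discussed, Agbl4 and Anapc1 had differences of 0.28 and 0.33, Runx1t1 and Perp -0.59 and -0.49, Birc6 0.26 and Cenpx -0.07, and none passed after adjustment. Before it, limma's p was 0.0239 and 0.0136 for Agbl4 and Anapc1, and 0.00529 and 0.0154 for Runx1t1 and Perp. For Birc6 and Cenpx it was 0.208 and 0.654. The study named these genes from these arrays, so their p-values are not independent evidence. Agbl4 was above background in 0 arrays of either genotype at 18 months. The second probe set of Birc6 gave 0.29 (limma unadjusted p = 0.0288, adjusted p = 0.801). The targets Ahrr, Cyp1b1, Tiparp, Scin and Nqo1 had differences of 0.04, -0.29, -0.10 (-0.39 on the second probe set of Tiparp, unadjusted p = 0.0475), -0.49 and 0.01.

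At 18 months limma called 0 probe sets (smallest adjusted p = 0.661), with 1648 (6.18%) at an unadjusted p under 0.05. The unmoderated test called 0 after adjustment and 1662 before. At an unadjusted p under 0.05 with 1.5-fold, 34 were higher and 52 lower (86 in all, or 57 by the unmoderated test, 675 with an offset of 1, and 152 without AHRFX animal 5). Camera called 17 lists with all arrays, 9 without AHRVav1 animal 2 and 19 without AHRVav1 animal 5. The groups did not overlap in 101 (0.378%), where chance gives 0.216%.

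The 18-month arrays with replicate numbers 1 and 2 stood apart from the others in both genotypes. Residuals, the deviations from the group mean, were correlated between AHRVav1 and AHRFX arrays only. The mean correlation was 0.22 where both arrays had number 1 or 2, 0.082 where both had 3 to 6, and -0.13 between the sets. Residuals of a group sum to 0, so the negative value follows in part from the positive ones and is not separate evidence. In AHRVav1 animals 1 and 2 the erythroid marker score was 1.60 and 1.59, against -0.24 to -0.94 in AHRVav1 animals 3 to 6 and -0.57 to 0.20 in AHRFX animals. The erythroid transcription factor Klf1 had a mean signal of 814 in those AHRVav1 samples against 57.9 in the others, and Car1, the carbonic anhydrase of red cells, 4290 against 577. AHRFX animals 1 and 2 had the highest scores for LT-HSC identity (0.37 and 0.23) and for aging genes (0.46 and 0.40). With replicates 3 to 6 alone 7 lists passed, 6 of them among the 17 lists of the full comparison: aging genes (median -0.08, adjusted p = 0.0247, and adjusted p = 0.745 with an estimated correlation), granulocyte markers (-0.22, adjusted p = 0.0272, and adjusted p = 0.77 with an estimated correlation), T and NK cell markers (-0.16, adjusted p = 0.000637, and adjusted p = 0.0852 with an estimated correlation), endothelial markers (-0.13, adjusted p = 0.0239, and adjusted p = 0.631 with an estimated correlation), and the study's higher and lower lists (0.27, adjusted p = 4.82e-05, and -0.21, adjusted p = 1.11e-05, with adjusted p = 0.0852 and adjusted p = 0.056 with an estimated correlation). Erythroid markers then passed as lower (-0.38, adjusted p = 5.09e-06, and adjusted p = 0.411 with an estimated correlation).

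**Figure D3:**
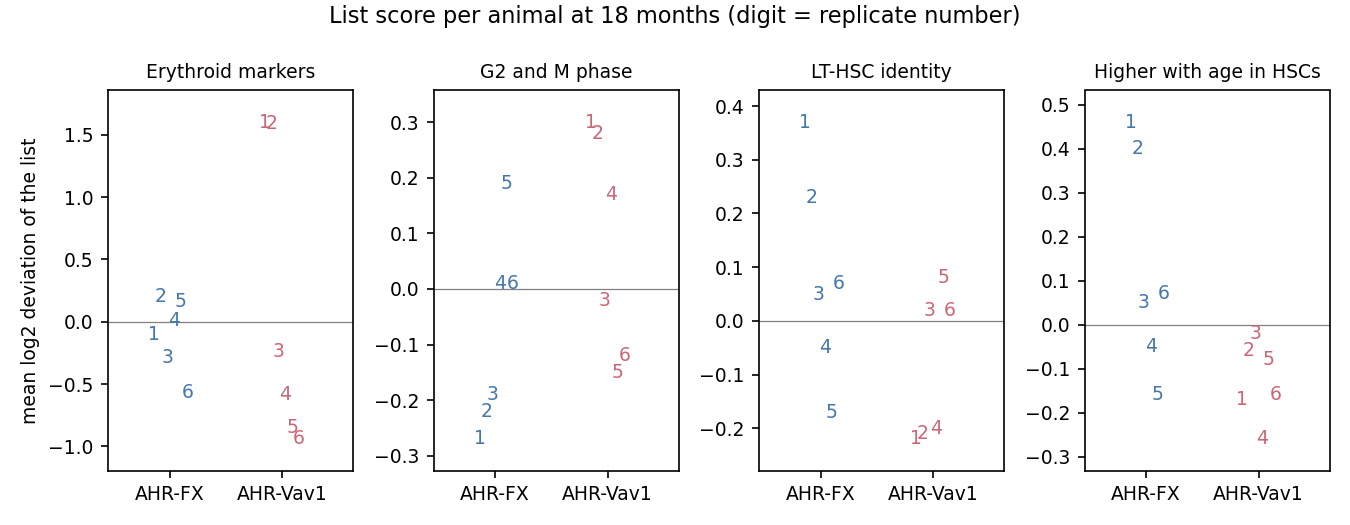
Score of 4 gene lists in each 18-month animal (mean log2 deviation of the members from the mean of the age, linear axis), with digits for replicate numbers. AHRVav1 animals 1 and 2 lie at 1.6 and 1.59 for erythroid markers, and AHRFX animals 1 and 2 at 0.46 and 0.4 for genes higher with age.

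The comparison of 18 with 2 months in AHRFX mice sets control LT-HSCs of the ages side by side. The arrays differed with age as well: the share of probe sets above background was 33% at 2 and 58.5% at 18 months, and the 13344 probe sets of highest signal had a median rise of 0.38. Calls higher in both genotypes fell on 24.7% to 29% of probe sets in the upper 4 deciles of 18-month signal and on 0% in the lowest. Because the deciles were cut on 18-month signal itself, such a pattern follows from the cut and does not test detection. With more probe sets above background at 18 months, rises of gene lists are not separated here from detection. Some lists did keep their call among the probe sets of highest signal, as given below. That does not separate them from detection either, since 18-month arrays counted in the mean signal by which this set was chosen. Genes near background at 2 months can thus enter it. Fanci of the DNA repair list is in the set, but was above background in 1 AHRFX and 0 AHRVav1 arrays of 2 months. Genes of cell division were higher at 18 months: 25 of 29 members of the G2 and M list rose (median 1.84), and 21 of 27 of the S phase list (median 1.34). Genes known to rise with age in HSCs were higher too, with 32 of 48 risen and 3 fallen (median 1.45). The S phase call held with an estimated correlation (adjusted p = 0.00568), and the G2 and M and the aging calls did not (adjusted p = 0.0645 for each). Igkv4-70, an immunoglobulin light chain segment, rose 101-fold (log2 6.66, SE 0.32, adjusted p = 5.9e-07), Car1 rose by a log2 of 4.46 (SE 0.5, adjusted p = 5.05e-05) and Cx3cr1, the fractalkine receptor of monocytes, by 3.77 (SE 0.37, adjusted p = 2.29e-05), with n = 5 and n = 6 and limma's test. Igkv4-70 was above background in every array, Car1 in 2 and Cx3cr1 in 0 of the 5 AHRFX arrays of 2 months, and 10 of the 20 genes named here by size were above background in no array of their lower group, so their differences depend on the offset. No processing run was named for any array, so whether the ages were run together is not known.

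Other genes that rose in AHRFX were Slpi, a secreted protease inhibitor (4.18), Tgfbi, an extracellular matrix protein (4.13), the RNA-binding protein Khsrp (3.92), the replicative helicase subunit Mcm5 (3.89), Tifab (3.88), the adhesion protein Vcl (3.70) and a second light chain segment, Igkv5-43 (4.40, with 1.42 on its other probe set, which did not pass). Among genes that fell were the secretoglobins Scgb2b7 (-4.11) and Scgb2b20 (-3.08), Gpr179 (-3.39), the interferon gene Ifna2 (-3.37), the noncoding RNAs Rny3 (-3.33), Meg3 (-3.32), Snhg20 (-3.26) and Snhg9 (-2.47), the potassium channel Kcnj4 (-2.76) and Tlcd1 (-2.89, with 0.17 on its other probe set). Ahr rose by 1.60 (SE 0.22, adjusted p = 0.00025), as did Tiparp, its ADP-ribosylating target (1.69, SE 0.25, adjusted p = 0.000383), and the quinone reductase Nqo1 (1.13, SE 0.38, adjusted p = 0.0296). At 2 months Ahr and Tiparp were above background in 0 and Nqo1 in 1 of 5 AHRFX arrays, so the sizes depend on the offset. Ahrr, the AHR repressor (-0.76, adjusted p = 0.0544), Cyp1b1 (-0.45, adjusted p = 0.115) and Scin (-0.56, adjusted p = 0.206) did not pass, and AHR targets as a list went both ways (median -0.20, mean 0.29, adjusted p = 0.714).

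In the list tests of AHRFX the G2 and M genes had an adjusted p = 6.94e-10 (adjusted p = 0.0645 with an estimated correlation), with Cenpe at 2.36 and Bub1b, a spindle checkpoint kinase, at 3.46. S phase genes had an adjusted p = 2.91e-08 and kept their call with an estimated correlation (adjusted p = 0.00568), with Gins3 at 1.52 and Cdc6, which loads the helicase, at 2.96. The aging list had an adjusted p = 3.82e-09 (adjusted p = 0.0645 with an estimated correlation), with Ehd3 at 2.91 and Plscr2 at 3.06. HSC quiescence genes were higher (14 of 27 rose, median 1.19, adjusted p = 2.25e-06, and adjusted p = 0.0266 with an estimated correlation), with the cell cycle brakes Fbxw7 at 1.74 and Cdkn2c at 3.23. DNA repair genes were higher (17 of 27 rose and 1 fell, median 1.09, adjusted p = 9.04e-06, and adjusted p = 0.0266 with an estimated correlation), with the helicase Blm at 2.76 and Fancd2 at 2.11. Apoptosis regulators (median 0.91, adjusted p = 0.000474, and adjusted p = 0.0266 with an estimated correlation) rose in 11 of 21 members, with the apoptosome protein Apaf1 at 2.36 and the caspase inhibitor Xiap at 2.49. The oxidative stress and NRF2 list (median 0.82, adjusted p = 0.00219, and adjusted p = 0.0315 with an estimated correlation) rose in 10 of 25, with heme oxygenase Hmox1 at 2.69 and Gclc at 1.97.

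Among the probe sets of highest signal 8 lists passed (6 higher and 2 lower) against 19, and the NRF2 list lost its call there (adjusted p = 0.0767). Those that stayed higher by camera were G2 and M (adjusted p = 2.27e-06), S phase (adjusted p = 9.94e-05) and aging (adjusted p = 0.000324). DNA repair (adjusted p = 0.00833), HSC quiescence (adjusted p = 0.0147) and apoptosis regulators (adjusted p = 0.0342) did so too. A further 9 lists were higher in AHRFX at 18 months by camera, lost the call with an estimated correlation and did not pass among the probe sets of highest signal. These were JNK signalling (median 1.16, adjusted p = 0.00357 and estimated adjusted p = 0.0645, with Map3k5 at 1.99 and Map2k4 at 2.02), oxidative phosphorylation (0.66, adjusted p = 0.000702 and estimated adjusted p = 0.0604, with Ndufs1 at 2.16 and Atp5a1 at 1.03), glycolysis (0.86, adjusted p = 0.00258 and estimated adjusted p = 0.0604, with hexokinase Hk2 at 3.25 and Pdp1 at 2.34), p53 targets (0.73, adjusted p = 0.0211 and estimated adjusted p = 0.0645, with Plk2 at 1.44 and Gtse1 at 1.88) and lymphoid priming (0.91, adjusted p = 0.0241 and estimated adjusted p = 0.179, with the nuclear organizer Satb1 at 1.94 and Dntt at 2.37). The others were markers of monocytes and macrophages (1.07, adjusted p = 6.36e-05 and estimated adjusted p = 0.129, with Csf1r at 3.32 beside Cx3cr1), erythroid cells (1.29, adjusted p = 0.00104 and estimated adjusted p = 0.1, with Kel at 1.44 beside Car1), granulocytes (1.05, adjusted p = 0.00134 and estimated adjusted p = 0.248, with Mmp8 at 2.29 and the myeloperoxidase gene Mpo at 2.56) and megakaryocytes and platelets (1.10, adjusted p = 0.0103 and estimated adjusted p = 0.155, with Itga2b at 1.86 and platelet factor Pf4 at 1.79). The control lists fell, the receptors with a median of -0.25 (adjusted p = 6.94e-10, and adjusted p = 0.0955 with an estimated correlation) and keratins with -0.41 (adjusted p = 3.25e-07, and adjusted p = 0.0834 with an estimated correlation). The 5 sex-linked genes were lower too (median -0.68, adjusted p = 0.0311, and adjusted p = 0.151 with an estimated correlation). No call was made for LT-HSC identity (0.03, adjusted p = 0.527), AP-1 genes (0.09, adjusted p = 0.231), BMP signalling (0.31, adjusted p = 0.188), interferon (0.58, adjusted p = 0.0898), inflammation (0.35, adjusted p = 0.146), ribosomal proteins (-0.09, adjusted p = 0.556), or markers of B cells (0.01, adjusted p = 0.997), T and NK cells (0.20, adjusted p = 0.189) and endothelial cells (0.01, adjusted p = 0.771).

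**Figure D4:**
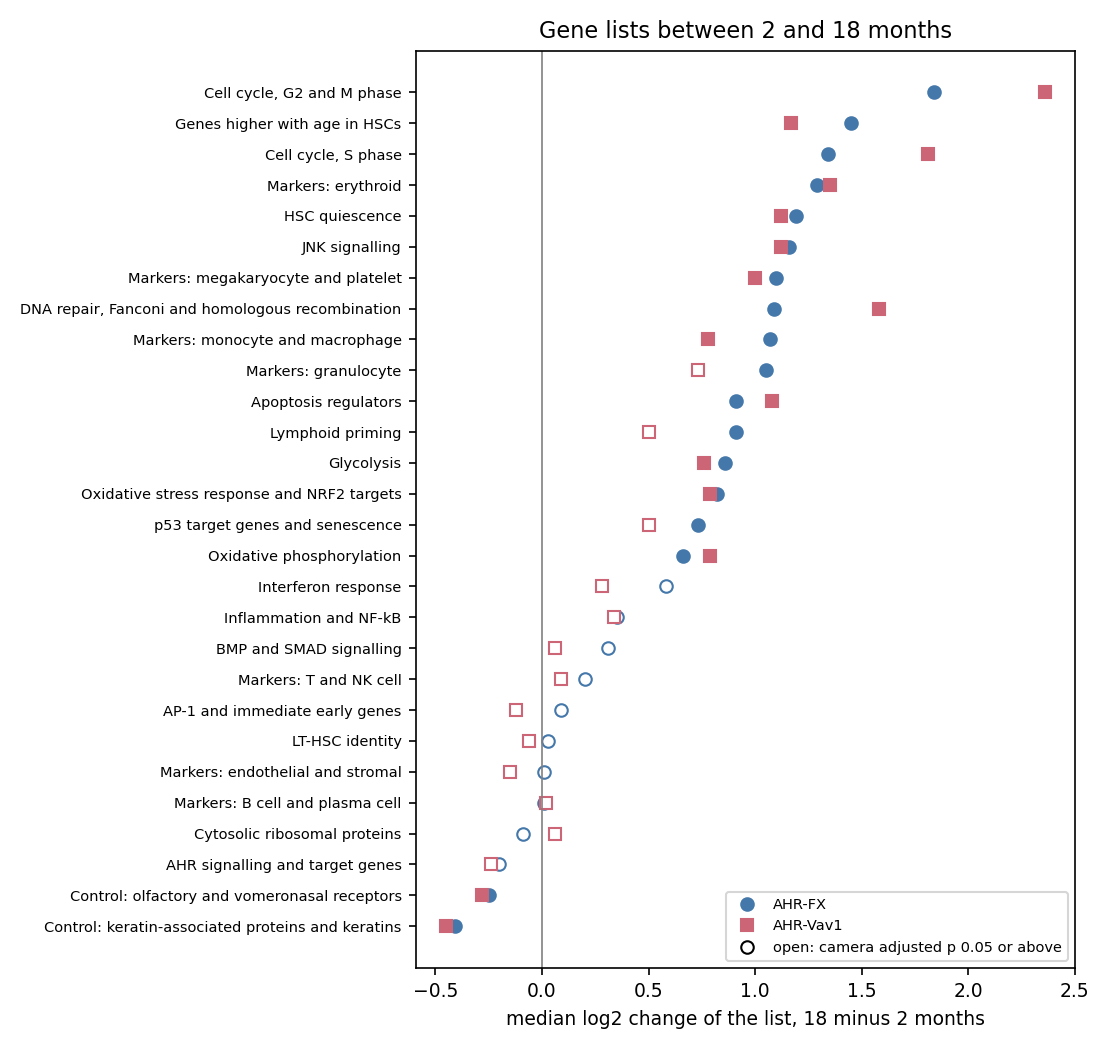
Median log2 difference (18 minus 2 months) of each gene list, with circles for AHRFX and squares for AHRVav1, filled where the camera adjusted p was under 0.05. The G2 and M list lies at 1.84 and 2.36, and the receptor controls at -0.25 and -0.28.

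In AHRFX limma called 11850 of 26688 probe sets (44.4%), 5379 higher and 6471 lower at 18 months. The unmoderated test called 10687 after adjustment. At an unadjusted p under 0.05 with 1.5-fold, 5991 were higher and 5024 lower (11015 in all, or 10213 by the unmoderated test). The median of all probe sets was -0.11 (-0.20 after quantile normalization again, with 4709 higher and 8655 lower, and 0.38 among the 13344 probe sets of highest signal, with 3701 higher and 2666 lower). Which direction prevailed thus depended on the scaling and on the probe sets tested.

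In AHRVav1 mice the same comparison showed a similar set of changes. Of the G2 and M list 27 of 29 members rose (median 2.36), of the S phase list 23 of 27 (median 1.81), of DNA repair 22 of 27 (median 1.58) and of the aging list 27 of 48, with 2 fallen (median 1.17). Igkv4-70 rose 96.9-fold (log2 6.60, SE 0.54, adjusted p = 6.16e-06). Plk1, the mitotic kinase, rose by a log2 of 3.89 (SE 0.29, adjusted p = 3.8e-06) and Bub1b by 3.83 (SE 0.26, adjusted p = 2.66e-06), with limma's test and n = 5 and n = 6. Both of these were above background in 0 AHRVav1 arrays of 2 months, as were 12 of the 20 genes named here by size in their lower group, so the sizes depend on the offset.

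Others that rose in AHRVav1 were the chemokine Ccl9 (3.93), Mpeg1, a pore-forming protein of macrophages (3.88), the clotting factor subunit F13a1 (3.88), Rgs10, a brake on G protein signalling (3.83), and Tgfbi (3.75). Ighm, the IgM heavy chain, gave 4.86 on one probe set and between -0.20 and 4.47 on the others, and Dcaf12 3.88 on one and -0.48 on the other. Among those that fell were Scgb2b7 (-4.47), Ifna2 (-3.86), Kcnj4 (-3.44), Scgb2b20 (-3.33), Snhg20 (-3.20), Sult2a5 (-3.10), Tnfaip8l3 (-2.90), Meg3 (-2.85), Bcas1os2 (-2.78) and the lymphotoxin gene Ltb (-2.70). Ahr rose by 1.01 (SE 0.14, adjusted p = 2e-04), Tiparp by 1.37 (SE 0.23, adjusted p = 0.000675, with 0.39 on its other probe set, which did not pass) and Nqo1 by 1.51 (SE 0.25, adjusted p = 0.000594), all from a level above background in 0 AHRVav1 arrays of 2 months. Ahrr (-0.60, adjusted p = 0.00753) and Scin (-0.91, adjusted p = 0.0086) fell, and Cyp1b1 (-0.26, adjusted p = 0.223) did not pass.

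By camera the AHRVav1 lists gave the G2 and M phases an adjusted p = 5.34e-13, DNA repair 1.36e-09, S phase 2.98e-08 and aging genes 1.73e-07, and all kept their calls with an estimated correlation (adjusted p = 0.0257 for the first 3 and adjusted p = 0.00498 for aging genes). HSC quiescence (median 1.12, adjusted p = 2.5e-05, and adjusted p = 0.0482 with an estimated correlation) had Skp2, a ubiquitin ligase subunit that promotes cycling, at 3.30, the nuclear receptor Nr4a2 at 1.75 and the p53 target Cdkn1a at 2.13. Ect2 rose by 3.40, Fanci by 2.47, Cdc45, a part of the replicative helicase, by 3.01 and Muc1, a mucin of the aging list, by 1.79. Megakaryocyte and platelet markers (median 1.0, adjusted p = 0.00101, and adjusted p = 0.0671 with an estimated correlation) had Itgb3 at 3.04 and Plek at 2.89. Monocyte markers (0.78, adjusted p = 0.00261, and adjusted p = 0.346 with an estimated correlation) had Cx3cr1 at 3.63 beside F13a1, and erythroid markers (1.35, adjusted p = 0.0122, and adjusted p = 0.495 with an estimated correlation) had Xk at 1.35 and Icam4 at 2.08. Oxidative phosphorylation (0.79, adjusted p = 0.000279, and adjusted p = 0.051 with an estimated correlation) and JNK signalling (1.12, adjusted p = 0.0357, and adjusted p = 0.115 with an estimated correlation) were higher too. Apoptosis regulators (1.08, adjusted p = 0.00141), the oxidative stress and NRF2 list (0.79, adjusted p = 0.00261), glycolysis (0.76, adjusted p = 0.0133), the receptors (-0.28, adjusted p = 5.07e-12) and keratins (-0.45, adjusted p = 5.21e-07) kept their calls with an estimated correlation. In all 13 lists were higher and 2, both controls, lower, against 7 and 2 among the probe sets of highest signal, where apoptosis regulators and the NRF2 list (adjusted p = 0.083 for each), glycolysis (adjusted p = 0.264), JNK signalling (adjusted p = 0.315), erythroid markers (adjusted p = 0.309) and monocyte markers (adjusted p = 0.177) did not pass. Granulocyte markers (0.73, adjusted p = 0.052), lymphoid priming (0.50, adjusted p = 0.0961) and p53 targets (0.50, adjusted p = 0.052) did not pass, and whether this differs from AHRFX is given by the test of the difference that follows.

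In AHRVav1 limma called 13051 probe sets (48.9%), 6072 higher and 6979 lower, or 5211 and 9101 after quantile normalization again, and 4250 and 2751 among the probe sets of highest signal (median 0.45). The unmoderated test called 11934 after adjustment. At an unadjusted p under 0.05 with 1.5-fold the balance turned, with 6435 higher and 5309 lower (11744 in all, or 11015 by the unmoderated test). Both genotypes shared 3731 higher and 4474 lower calls, where independent lists would share 1224 and 1692, and 6 probe sets had opposite calls. The age effects correlated at 0.829 across probe sets, which are not independent replicates, and the genotypes shared no animals.

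The last comparison asked whether the effect of AHR loss differed between the ages. For Rassf5 and Ppm1h the difference between the ages passed, although neither gene passed at either age: the effect of Rassf5 was 2.15 at 2 months and -0.19 at 18 months, a difference of -2.34 (SE 0.37), and that of Ppm1h 3.03 and -0.28, a difference of -3.31 (SE 0.53), both with a limma adjusted p = 0.0211. The test of the difference pooled in the smaller spread of the 18-month arrays, while each age was tested alone, so these outcomes rest on unlike error estimates. A probe set without a gene name (17340817) had effects of -3.52 and 0.21 (difference 3.73, SE 0.57, adjusted p = 0.0211). As many calls came from many other groupings of the animals, so these calls are not established. The DNA repair list had a median difference of 0.32 with 21 of 27 above 0 (camera adjusted p = 0.000166, and adjusted p = 0.0723 with an estimated correlation). Adjusted over the list alone, 3 of its members passed.

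The G2 and M list differed in the same direction (median 0.65, 20 of 29 above 0, adjusted p = 0.00744, and adjusted p = 0.63 with an estimated correlation), with Cdc20 at 1.23 and Kif20a at 1.12. The genes the study named as lower at 18 months had a median difference of -0.22 (2 of 17 above 0, adjusted p = 0.0188, and adjusted p = 0.0723 with an estimated correlation), a list chosen on these arrays. The aging list (-0.21, adjusted p = 0.184), S phase (0.30, adjusted p = 0.405), lymphoid priming (median 0 and mean -0.20, adjusted p = 0.334), granulocyte markers (-0.36, adjusted p = 0.334), p53 targets (median 0.11 and mean -0.04, adjusted p = 0.994) and AHR targets (-0.04, adjusted p = 0.994) did not pass. Ahr itself had a difference of -0.59 (adjusted p = 0.609). The genes next in order were Zfp770 (2.22, adjusted p = 0.0834), Paqr5 (-3.32, adjusted p = 0.0916), Marf1 (1.94, adjusted p = 0.127), Fanci (2.01, adjusted p = 0.127), Fam3a (-3.69, adjusted p = 0.142), Fance (1.82, adjusted p = 0.211), Prrc2b (-3.06, adjusted p = 0.211), Rnf114 (3.06), Cenpx (2.55), Cnpy3 (2.18), Rab27b (1.78), Wdr18, a ribosome assembly protein (2.65), the proteasome subunit Psmd7 (2.97), Dpysl2 (-1.64), Tiprl (-2.27), the Polycomb subunit Eed (-2.67), Btbd35f2 (-1.53) and Oit1 (-1.04). None of these passed.

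Limma called 3 probe sets for the difference (1 higher, 2 lower), with 2117 (7.93%) at an unadjusted p under 0.05, and the unmoderated test called 4. At an unadjusted p under 0.05 with 1.5-fold, 919 were higher and 726 lower (1645 in all, or 1542 by the unmoderated test). Without AHRVav1 animal 1 of 18 months 0 passed, and without AHRFX animal 2 of 2 months 13. Lists numbered 3, with 6 without AHRFX animal 1 of 2 months and 2 without AHRVav1 animal 2 of 2 months. Across probe sets, which are not independent, the genotype effects at the ages correlated at -0.059 (Pearson) and -0.082 (Spearman).

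**Figure D5:**
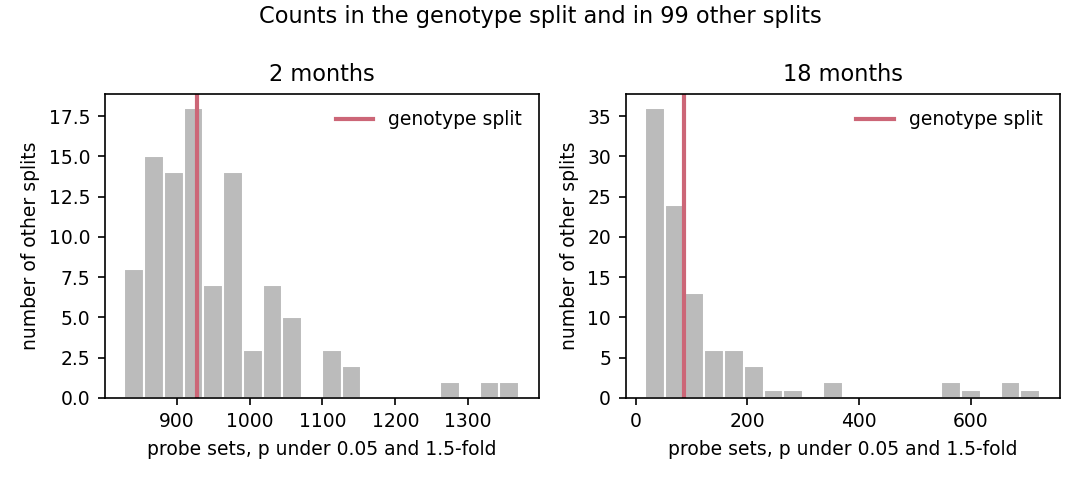
Number of probe sets at an unadjusted p under 0.05 with 1.5-fold (horizontal axes, counts) in 99 other splits of the animals of an age into groups of the same sizes (bars, number of splits), with a line for the genotype split. The genotype split gave 928 at 2 months and 86 at 18 months.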

Values the study reported

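At 2 months the study gave fold changes in AHRVav1 LT-HSCs of -4.52 for Stra13 (P of 0.02982), -5.72 for Fut11 (P of 0.0216) and -7.13 for Cnpy3 (P of 0.01154). It gave 2.91 for Slc7a11 (P of 0.00689), 8.32 for Pdp1 (P of 0.04899) and 1.51 for Cited4 (P of 0.03988). By qPCR the study also reported changed Stra13 and Birc6 levels in AHRVav1 LT-HSCs at young and old age.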

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

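Of 9 explanations tested here, 3 were written down before their result was seen and 6 after, and of the comparisons with splits all but the one balanced for replicates 1 and 2 were written down after. Explanations were weighed for the 18-month list shifts, for probe sets higher at 18 months and for probe sets lower at 18 months.

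The list shifts between AHRVav1 and AHRFX at 18 months may rest largely on the animals numbered 1 and 2, since 6 of 17 lists kept their call in replicates 3 to 6 alone. Fewer animals in the subset was argued against, as 0 of the 14 other choices of 4 replicate numbers kept as few (9 to 16). Erythroid cells in the AHRVav1 sorts of replicates 1 and 2 could explain part, because 93.3% of erythroid markers were at least 0.5 higher there on the log2 scale than in numbers 3 to 6. That test was devised after the scores had been seen. Marrow had been lineage-depleted and sorted with stains for Sca-1, cKit, CD34, CD48 and CD150, but whether this removed such cells was not tested. Cells of other types in the AHRFX sorts stay open: LT-HSC identity genes were lower in AHRVav1 too (median -0.12), but with an adjusted p = 0.383 with an estimated correlation and a median of -0.03 in replicates 3 to 6. A difference between the mice themselves in these 4 animals was not excluded.

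Probe sets higher at 18 months may include transcripts missed at random in the 2-month arrays, which correlated less with each other. Of those higher in both genotypes, 48.5% were above background in some but not all 2-month arrays, under the bound of 50% written before and no more than among all probe sets (50.1%). A jackknife standard error of 2.1 over the 10 arrays, added after the value was seen, leaves the explanation undecided. A lower share of LT-HSCs in the 18-month sorts was predicted to raise markers of other cells alike. The gap between the most and the least raised of 7 cell type lists was 1.28 in AHRFX. That cannot decide it, since other cells need not enter a sort equally. Erythroid, megakaryocyte, monocyte and granulocyte markers rose by 1.29, 1.1, 1.07 and 1.05. B cell, T and NK cell and endothelial markers had medians of 0.01, 0.2 and 0.01, and LT-HSC identity 0.03.

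Probe sets lower at 18 months could in part reflect a higher background in the 2-month arrays. Of those lower in both genotypes, 65.3% had an 18-month mean under the receptors' 95th percentile, against 44.2% of all probe sets. In a second test, added after the first, 60.2% lay under it at both ages, against 42.6% of all. Both tests were run on sets picked for being lower, which favors the explanation, and the silent receptors and keratins fell as well. At 2 months, though, 63% of these probe sets had a mean under that percentile, against 65.5% of all. Above background in every 2-month array were 16.8% of them, against 9.85% of all. These shares go the other way, though the same selection affects them, so the explanation stays open. For the age difference as a whole, a processing run that coincides with age could not be told from age, with a mean correlation of 0.698 between arrays of different ages and no run named. Whether any run coincides with age is not known, and the age changes carry that limit.

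Single animals stood apart from their group in 23 of 380 groups examined (6.05%), about the 1 in 20 that chance gives. On the log2 scale, with the range of the other animals, these were in AHRFX at 18 months Tiparp 5.38 in animal 3 (6.13 to 6.43), Scin 7.21 in animal 4 (4.94 to 5.43), Fos 6.98 in animal 3 (5.48 to 6.03), Rab27b 6.13 in animal 3 (6.59 to 6.83), Marf1 8.53 in animal 3 (8.15 to 8.29), Ndufb11 7.97 in animal 1 (6.54 to 7.06), Smarcd1 7.68 in animal 2 (6.88 to 7.07), Fabp7 5.96 in animal 2 (6.47 to 6.59) and Bub1b 9.22 in animal 5 (7.97 to 8.36). In AHRVav1 at 18 months they were Mtx1 8.45 in animal 1 (8.03 to 8.1), Igkv5-43 9.37 in animal 1 (11.1 to 11.8), Scgb2b7 4.72 in animal 1 (4.47 to 4.55) and Dcaf12 8.94 in animal 3 (8.48 to 8.65), and the median receptor signal of animal 1 was 5.5 (4.45 to 4.7). In AHRFX at 2 months they were Nqo1 6.41 in animal 3 (4.16 to 4.79), Tmem243 6.69 in animal 2 (4.04 to 4.66), Runx1t1 7.45 in animal 3 (4.32 to 5.03), Rny3 8.58 in animal 5 (10.3 to 10.9), Snhg20 9.69 in animal 2 (10.6 to 10.9) and F13a1 9.32 in animal 1 (4.86 to 6). In AHRVav1 at 2 months they were Anapc1 4.58 in animal 5 (7.87 to 9.14), Tlcd1 7.99 in animal 5 (5.27 to 5.88) and Plk1 5.08 in animal 2 (4.52 to 4.67). No animal was left out for these.

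The test of the difference between ages was past its threshold for Rassf5 (-2.34), Ppm1h (-3.31) and the unnamed probe set 17340817 (3.73), and for the G2 and M list (0.65), DNA repair (0.32) and the genes the study named as lower at 18 months (-0.22). These calls are not established, since 56 of 100 splits gave as many probe sets and 33 as many lists, and all list calls were lost with an estimated correlation (adjusted p = 0.63, adjusted p = 0.0723 and adjusted p = 0.0723).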

How the results depend on the processing

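At 2 months the 928 probe sets at the unadjusted threshold became 612 with the probe sets of highest signal alone, where fewer were tested, and 2463 with all 4 groups in one fit, which called 113 after adjustment. The 3 lists became 1 with an offset of 1, 0 with an estimated correlation, 0 by fry, 0 without AHRFX animal 2 and 4 without AHRFX animal 1. At 18 months the 86 probe sets at the unadjusted threshold became 675 with an offset of 1, 54 with the probe sets of highest signal, 36 with all groups in one fit, 57 by the ordinary test, 65 without AHRVav1 animal 2 and 152 without AHRFX animal 5. Adjusted calls there were 0 without any single animal but AHRFX animal 1, without which 1 passed. The 17 lists became 3 with an estimated correlation, 3 by fry, 9 without AHRVav1 animal 2 and 19 without AHRVav1 animal 5. Settings chosen after seeing the data split the 18-month arrays: replicates 3 to 6 alone gave 154 probe sets at the unadjusted threshold, 7 lists, and list adjusted p-values of 0.612 for the G2 and M phases, 0.649 for AP-1 genes and 0.957 for DNA repair, with directions opposite to the full set, and of 5.09e-06 for erythroid markers, which reversed. Replicates 1 and 2 alone gave 130 after adjustment and 2668 at the unadjusted threshold. For age in AHRFX the probe sets of highest signal gave 6367 adjusted and 7116 unadjusted calls and 8 lists, a replicate block 7278 adjusted calls, and an estimated correlation 5 lists. In AHRVav1 they gave 7001, 7499 and 9 lists, and fry called 24 lists. The 3 adjusted calls for the difference between ages became 5 with the probe sets of highest signal (1082 unadjusted), 5 without the mean-variance trend, 6 with array weights, 0 without AHRVav1 animal 1 of 18 months and 13 without AHRFX animal 2 of 2 months, and the 3 lists became 0 with an estimated correlation, 2 without AHRVav1 animal 2 of 2 months and 6 without AHRFX animal 1 of 2 months. The Ahr difference at 18 months was -0.298 in replicates 3 to 6 and -0.714 to -0.411 with each animal left out in turn, and at 2 months -0.054 to 0.068. Replicate numbers were not taken to pair animals. Residual correlations for the same number were 0.0046 to 0.062 at 2 months, and at 18 months 0.17 to 0.25 for all numbers but 5 (-0.12), against -0.069 to 0.033 for other numbers, so some shared handling by number at 18 months was not excluded. The main 18-month tests took no account of it. The replicate block for age in AHRFX joins equal numbers across the ages. Residuals of those correlated at only -0.04 to 0.00062, so that block has little basis. Where no reason is given, the cause was not tested.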

Other observations

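These comparisons with splits and with quoted values were chosen after the results were seen. Erythroid genes differed between animals of AHRVav1 at 18 months: Ermap, a red cell surface protein, had a mean signal of 951 in animals 1 and 2 against 57.1 in the others, while Slc4a1, the anion exchanger of mature red cells, had 54.6 against 52.6. Of the 15 erythroid genes matched, 11 were above background in all AHRFX arrays of that age.

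Cenpx, which carries the older name Stra13, was 8.01 times higher in the mean signal of AHRFX at 2 months. That difference was larger than the quoted one and in the same direction if Cenpx is the gene meant, since Bhlhe40 also carries that name and was 1.66 times higher in AHRVav1, the opposite direction. Slc7a11 was 1.65 times higher in AHRVav1 on one probe set (log2 difference 0.37, SE 0.28, limma adjusted p = 0.966), above background in 0 arrays of either group. That was smaller than quoted, in the same direction, but its other probe set gave 0.39 (SE 0.15, limma adjusted p = 0.966), which unlike the first was under 0.05 before adjustment, and which of these the study used is not given. Pdp1 was 13.7 times higher in AHRVav1 by mean signal (179 with an SD of 301, against 13.1) and 2.77-fold higher on the log2 scale. The former was larger than quoted and the latter smaller, in the same direction, so the size depends on the scale and on few animals. Cited4 was 5.82 times higher in AHRFX by mean signal (54.9 with an SD of 82, against 9.44), with a log2 difference of -0.86 (SE 0.63, adjusted p = 0.966). That was opposite to the quoted direction, but the direction was not established by the test. Fut11 and Cnpy3 were 8.42 and 7.45 times higher in AHRFX by mean signal and 4.19-fold and 4.4-fold on the log2 scale, in the quoted direction. How near they came to the quoted sizes depends on the scale. Several of these means lay under the background of the 2-month arrays, which limits any ratio.

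At 2 months the genotypes gave 0 adjusted calls, which every split matches, so splits could not test that count (highest other 3). Chance in how the animals were grouped was not excluded for the other counts. Of 100 splits of the animals, 51 gave as many at the unadjusted threshold (928, highest other 1370) and 17 as many lists (3, highest other 9). At 18 months adjusted calls were 0 again and could not be tested in this way (highest other 2). Chance was not excluded at the unadjusted threshold, where 41 of 100 splits gave as many (86, highest other 724). For lists 2 of 100 splits gave as many (17, highest other 20), but these include the study's lists, which were chosen under the real grouping. Without them 3 of 100 splits gave as many (15, highest other 18). Of 100 splits with equal numbers of replicates 1 and 2 in each group 1, the real one, did (15, highest other 13). That many lists was thus uncommon among splits, but chance was not excluded. The remaining lists still hold genes the study chose under the real grouping. The splits also did not keep animals of the same replicate number balanced beyond numbers 1 and 2. A difference confined to animals 1 and 2 was not excluded either.

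For age such chance was excluded for probe sets in both genotypes. In AHRFX 1 of 100 splits, the real one, gave as many adjusted calls (11850, highest other 1), unadjusted calls (11015, highest other 4071) and lists (19, highest other 18). In AHRVav1 1 split gave as many adjusted calls (13051, highest other 3) and unadjusted calls (11744, highest other 6022), but 8 gave as many lists (15, highest other 20), so chance was not excluded for the number of lists. For the difference of the genotype effect it was not excluded, with 56 splits for adjusted calls (3, highest other 13), 12 for unadjusted calls (1645, highest other 1978) and 33 for lists (3, highest other 9). The correlation of the genotype effects at the ages, -0.0588, was as far from 0 in 4 of 100 relabellings, the real one included (others from -0.0619 to 0.0693). Such a value was uncommon, but chance was not excluded, since this was among many comparisons chosen after the results. A value of that size leaves the effects close to unrelated.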
